# Propranolol exhibits activity against hemangiomas independent of beta blockade

**DOI:** 10.1038/s41698-019-0099-9

**Published:** 2019-11-01

**Authors:** Maiko Sasaki, Paula E. North, Justin Elsey, Jeffrey Bubley, Shikha Rao, Yoonhee Jung, Shengnan Wu, Ming-Hui Zou, Brian P. Pollack, Jayanth Kumar, Hartej Singh, Jack L. Arbiser

**Keywords:** Paediatric cancer, Tumour angiogenesis

## Abstract

Propranolol is a widely used beta blocker that consists of a racemic mixture of R and S stereoisomers. Only the S stereoisomer has significant activity against the beta-adrenergic receptor. A fortuitous clinical observation was made in an infant who received propranolol for cardiac disease, and regression of a hemangioma of infancy was noted. This has led to the widespread use of propranolol for the treatment of large and life-threatening hemangiomas of infancy. Infants receiving propranolol require monitoring to ensure that they do not suffer from side effects related to beta blockade. The exact mechanism of activity of propranolol in hemangioma of infancy is unknown. In this study, we treated hemangioma stem cells with both beta blockade active S- and inactive R-propranolol and looked for genes that were coordinately regulated by this treatment. Among the genes commonly downregulated, Angiopoietin-like 4 (ANGPTL4) was among the most regulated. We confirmed that propranolol isomers downregulated ANGPTL4 in endothelial cells, with greater downregulation of ANGPTL4 using the beta blockade inactive R-propranolol. ANGPTL4 is present in human hemangiomas of infancy. Finally, R-propranolol inhibited the growth of bEnd.3 hemangioma cells in vivo. The implication of this is that hemangioma growth can be blocked without the side effects of beta blockade. Given that humans have been exposed to racemic propranolol for decades and thus to R-propranolol, clinical development of R-propranolol for hemangiomas of infancy and other angiogenic diseases is warranted.

## Introduction

Hemangiomas of infancy represent the most common childhood neoplasm. These lesions occur in up to 10% of infants, with a female predominance and a higher incidence in premature infants.^1^ These lesions have a well-known “life cycle,” characterized by rapid growth, involution, and eventual replacement by a connective tissue scar.^2^ The vast majority of these lesions do not require treatment and can be followed by observation through eventual involution. However, a significant number of these lesions can cause substantial morbidity through compression of vital structures, pain from ulceration, cardiac complications, and scarring. These lesions require systemic therapies. Until recently, systemic agents such as interferon alpha (IFN-α) were used with benefit in conjunction with a high number of side effects.^3^

Several years ago, an infant with a large infantile hemangioma (IH) was administered propranolol to treat cardiac disease. Unexpectedly, the hemangioma regressed. This was followed by a series of patients treated with propranolol, in whom rapid regression was noted.^4^ These results have been replicated at many centers worldwide, and now propranolol is the standard of care for treatment of large and morbid hemangiomas of infancy.^1,5^ Despite the improved treatment of patients with hemangiomas of infancy with propranolol, several unmet needs remain. First, the mechanism of action of propranolol in hemangiomas of infancy is poorly understood. Second, infants receiving propranolol require close monitoring due to the side effects of beta blockade, which include bradycardia and hypoglycemia. Finally, not all hemangiomas respond well to propranolol for unknown reasons.^6^ Propranolol that is administered to patients today consists of a racemic mixture of active (S-propranolol) and inactive (R-propranolol). The R-propranolol is generally assumed to be inactive and is not separated from the S-isomer.^7^

Genetic studies of hemangiomas have not elucidated a common genetic cause, as opposed to other vascular lesions, such as vascular malformations and angiosarcomas, in which genetic mutations have been found.^8–13^ Cytokines, including vascular endothelial growth factor (VEGF) and Angiopoietin-2 (ANG2), have been found in hemangiomas of infancy.^14–16^ The role of these factors in hemangiomas are not fully understood, especially given that ANG2 can serve as a growth factor or mediate endothelial apoptosis depending on the context. Recently, we studied a series of infants who received propranolol for treatment of hemangioma of infancy and found that propranolol reduced VEGF levels but not ANG2 in saliva.^16^ This suggests that propranolol is not acting to decrease ANG2, and also, other angiogenic cytokines might be playing a role. In this study, we treated human endothelial stem cells derived from hemangiomas of infancy with R- and S-propranolol and found that R-propranolol was more effective in downregulating one of the factors in IH. We further investigated the effect of beta blockade negative R-propranolol in a murine model of hemangioma of infancy and found that it is indeed effective in tumor reduction.

One of the genes that was downregulated by all treatments was ANGPTL4. Interestingly, the inactive R-propranolol was far more effective in downregulating ANGPTL4 than the beta blocker active S-propranolol. ANGPTL4 is present in authentic hemangiomas of infancy. Finally, R-propranolol is effective in reducing tumor volume in vivo against bEnd.3 cells, a murine model of hemangioma of infancy.^15,17^ Our results suggest that beta blockade is not required for the effect of propranolol for hemangiomas of infancy. Thus, infants could be treated with propranolol while avoiding the side effects of beta blockade. In addition, potentially higher doses of R-propranolol could be administered to treat hemangiomas and other angiogenic disorders. Finally, we provide the first description of a role of ANGPTL4 in the pathogenesis of hemangioma of infancy.

## Results

### R-isomer of propranolol reduces the expression of ANGPTL4 in hemangiomas of infancy

In order to investigate whether a key gene in hemangiogenesis is regulated by the isomers of propranolol in human hemangiomas of infancy, hemangioma stem cells (HemSCs) were treated with either R- or S-propranolol. HemSCs are human endothelial cells originally isolated from IH, which are known to express glucose transporter 1 (GLUT1^+^) and have been shown to play key roles in hemangiogenesis. Since these cells serve as an in vitro model system for IH, it is of interest to determine whether there are differential effects of R- and S-isomeric components of the widely used racemic propranolol mixture. Angiopoietin-like 4 (ANGPTL4) was found to be one of the most downregulated genes in the R-propranolol-treated group when compared with the cells treated with S-propranolol and control. The data suggest that surprisingly, R-propranolol, not S-propranolol with beta blockade activity, reduces the ANGPTL4 expression in HemSCs (Fig. 1). List of most upregulated and downregulated genes in HemSC samples treated with R- and S-propranolol is appended (Fig. 2).

**Fig. 1:**
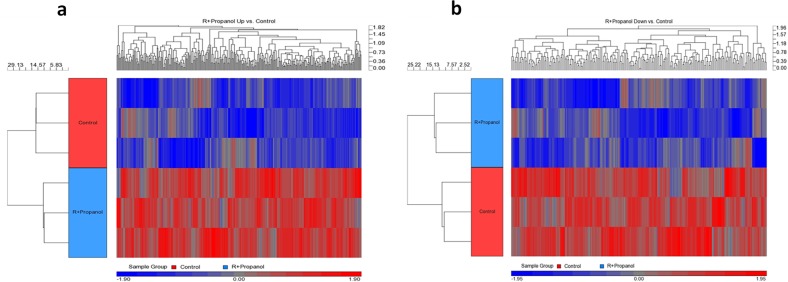
Hierarchical clustering of differentially expressed genes of HemSCs treated with R-propranolol. **a** Heat map of genes that are upregulated in R-propranolol-treated HemSCs. **b** Heat map of genes that are downregulated in R-propranolol-treated HemSC

**Fig. 2:**
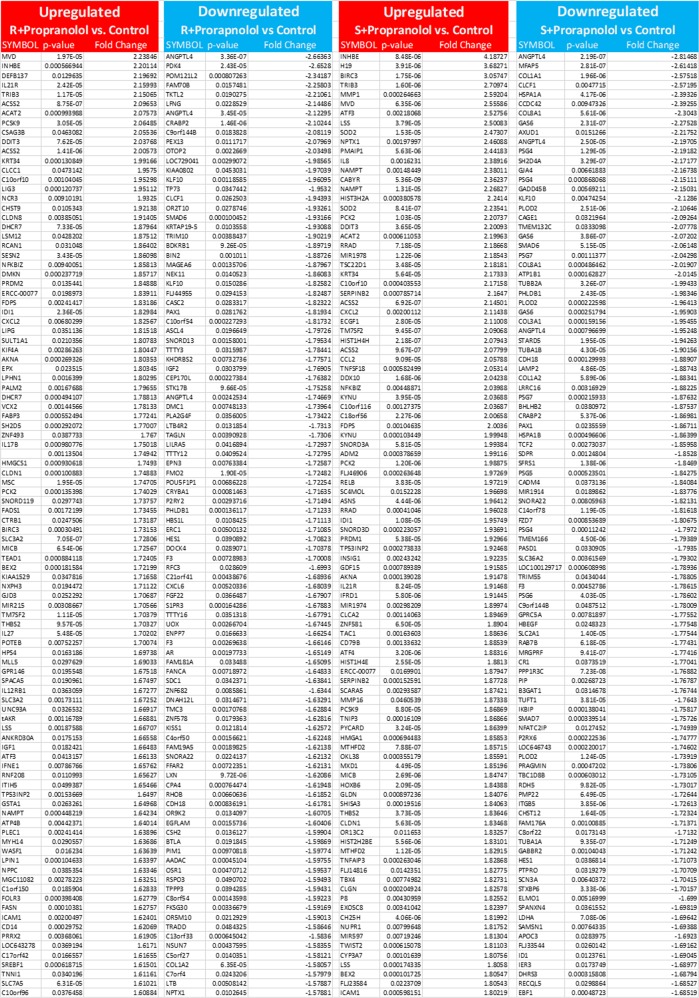
List of 100 most upregulated (red) and downregulated (blue) genes in HemSCs. List of genes upregulated or downregulated in R- or S-propranolol-treated HemSC samples when compared to the vehicle control was sorted by the significance (*p* < 0.05). ANGPTL4 is the most downregulated gene in R-propranolol-treated HemSCs

### Isoforms of propranolol, especially the R-isomer, reduces the expression of ANGPTL4 in bEnd.3 cells as a model of hemangiomas of infancy

Prior to establishing the bEnd.3 in vivo tumor model to study the effects of R-propranolol, ANGPTL4 expression in bEnd.3 cells in vitro was investigated. Furthermore, unlike the benign hemangioma model that spontaneously goes through involution over time, bEnd.3 cells form robust tumor-forming microvascular structures to serve as a target of the therapeutics. Since these cells serve as a mouse model system for IH, it is of interest to determine whether there are differential effects of R- and S-isomeric components of the widely used racemic propranolol mixture.

bEnd.3 was treated with either R- or S-propranolol, and protein lysates were analyzed for ANGPTL4 expression. When compared to the S-propranolol- or vehicle-treated cells, R-propranolol treatment significantly reduced ANGPTL4 expression. Interestingly in S-isomer-treated cells, ANGPTL4 expression was largely unaffected when compared to the vehicle control (Fig. 3). The data suggest that R-propranolol, and surprisingly not the beta blocker S-propranolol, reduces the ANGPTL4 expression in bEnd.3 cells.

**Fig. 3:**
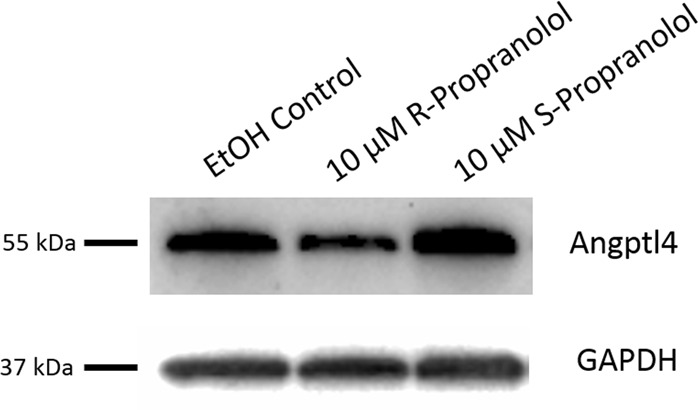
ANGPTL4 protein expression is reduced in R-propranolol-treated bEnd.3 cells. bEnd.3 cells were seeded 24 h prior to the R- or S-propranolol treatment. Culturing media were changed to complete media containing either 10 μM R- or S-propranolol or vehicle control of ethanol. After 24 h propranolol treatment, cells were subjected to western blotting and probed for ANGPTL4. R-propranolol differentially reduced the expression of ANGPTL4 as demonstrated by detection of the 55 kDa expected size bands. Loading control of GAPDH demonstrates that reduction is not due to the loading. Three independent experiments were performed, and a representative image is shown here. Other experimental results from western blotting is described in Supplementary Fig. 2. Titration of R-propranolol ranging from 0 to 10 μM was performed to determine the optimal treatment concentration and described in Supplementary Fig. 3

### ANGPTL4 is expressed in human hemangioma of infancy

To ascertain the physiologic relevance of our findings, ANGPTL4 expression in human IH was examined. Immunohistochemistry of ANGPTL4 was performed on IH tissue obtained from the Pediatric Pathology Department (Children’s Hospital of Wisconsin, Milwaukee). Figure 4 demonstrates that the human hemangioma of infancy tissue does indeed express ANGPTL4 highly in the endothelial cells of the hemangioma. Positive staining of ANGPTL4 in IH (Fig. 4c) is shown against the control tissue without antibody (Fig. 4a) and human infant foreskin stained with ANGPTL4 (Fig. 4b) to illustrate the positive staining. The foreskin sample shows artifactual staining on the tissue surrounding the cells that are negative for staining (Fig. 4b).

**Fig. 4:**
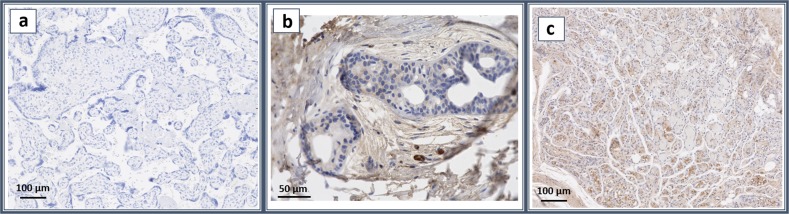
ANGPTL4 is expressed in hemangioma of infancy. Representative images of immunohistochemistry. The panels represent (**a**) no antibody control, (**b**) human infant foreskin sample stained with ANGPTL4, and (**c**) infantile hemangioma sample stained with Angptl4. The scale bars represent 100 μm (**a**, **c**) and 50 μm (**b**). Infantile hemangioma samples highly express ANGPTL4 proteins in endothelial cells, while human foreskin sample consists of largely negative cells surrounded by artifactually stained tissue

### R-propranolol significantly inhibits tumor growth in a preclinical model of hemangioma

Given that R-propranolol, but not S-propranolol, has efficacy in downregulating ANGPTL4, we evaluated the efficacy of R-propranolol against bEnd.3 cells in vivo. We utilized bEnd.3 cells rather than hemangioma-derived stem cells as the growth of hemangioma-derived stem cells is self-limiting, while bEnd.3 cells exhibit continuous, robust growth. Therefore, inhibition of bEnd.3 growth in vivo is a very stringent test of drug efficacy.^15^ S-propranolol was not tested in this model because (a) the LD50 of S-propranolol in mice is very low due to beta blockade, and (b) S-propranolol did not downregulate ANGPTL4. We found that R-propranolol significantly inhibits the growth of bEnd.3 in vivo, suggesting that R-propranolol, which lacks problematic beta blockade activity, may be sufficiently effective in tumor suppression (Fig. 5).

**Fig. 5:**
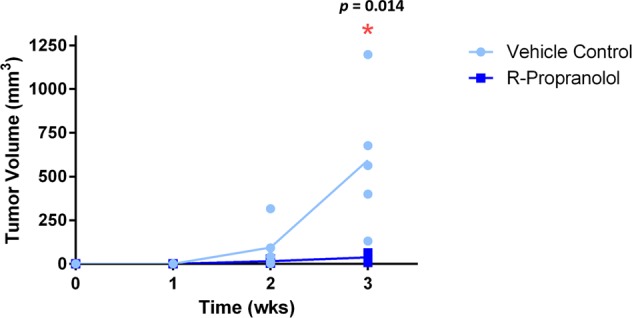
R-propranolol significantly suppressed tumor growth in vivo. bEnd.3 cells allografted into mice formed tumors within 2 weeks of inoculation, and treatment with R-propranolol significantly reduced the tumor volume within 2 weeks of tumor development (*p* = 0.014). Five animals were included in each of the control and the treatment groups, depicted by individual dot in the graph. All statistical analyses were performed using GraphPad Prism (GraphPad Software, La Jolla, CA)

### RNAseq analysis of R-propranolol- vs. vehicle-treated tumors

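RNA was measured in tumors that bEnd.3 cells, a mouse endothelial line transformed by the polyoma middle T antigen, had formed in nude mice. Mice received R-propranolol at 6 mg/kg per day or vehicle, 5 times a week. The libraries cover 4 vehicle-treated and 5 R-propranolol-treated tumors, with 1 library of paired 150-base reads per tumor. The authors aligned the reads to the mm10 build with STAR and counted them per gene with HTSeq, and the values are whole counts without normalization. The version of each tool and the strand setting of the counting are not given in the sources used here. Counts over genes ranged from 20599904 to 24949010 in vehicle-treated tumors and from 21084749 to 27852630 in R-propranolol-treated tumors.
R-propranolol replicate 5 differed from the other 8 tumors. Skeletal muscle genes took 15.9% of its counts, against 0.00719% to 0.0634% in each of the others. The median log2 CPM (counts scaled to a common library size) of 20 skeletal muscle genes was 12.6 in this tumor and between -1.30 and 4.35 in the others. Across genes, its log2 CPM correlated with those of the other tumors at r between 0.702 and 0.799, against 0.911 to 0.990 among the other 8 tumors. It was kept in the comparison, and for some results a value without it is given as well.
The groups were compared with edgeR's quasi-likelihood test after TMM scaling, over the 13901 genes with enough counts for the test. On simulated counts with the spread of these 9 tumors, the test recovered 25.4% of 67 genes changed 2-fold, 66.7% of 66 genes changed 4-fold and 83.1% of 65 genes changed 8-fold. Without R-propranolol replicate 5 the recovered shares were 61.2%, 84.8% and 95.3%. These shares describe the simulated counts only. Whether they hold in the real tumors, where R-propranolol replicate 5 lay apart, was not tested, so they do not give the power of the comparison.

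**Figure D1:**
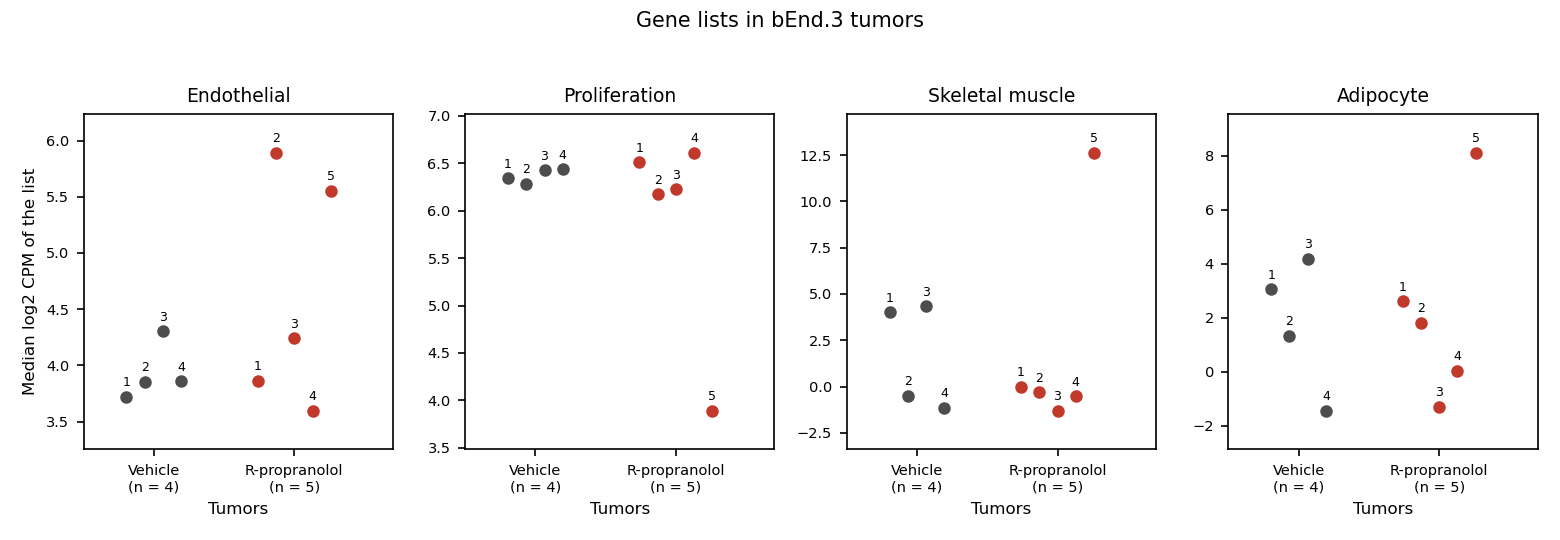
Median log2 CPM of the endothelial, proliferation, skeletal muscle and adipocyte gene lists (vertical axis) in each tumor, with 4 vehicle-treated and 5 R-propranolol-treated tumors as points numbered by replicate. R-propranolol replicate 5 lies at 12.6 for skeletal muscle genes and at 8.11 for adipocyte genes.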

In order to gain further insights in the mechanisms of action of R-propranolol in vivo, we subjected vehicle- and R-propranolol-treated tumors to RNAseq analysis. 

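3 gene lists stood in for choline pathways, since gene sets of the Kyoto Encyclopedia were not used here. Of 44 tested genes of choline and phosphatidylcholine metabolism, 25 had a higher mean in R-propranolol-treated tumors and the median log2 fold change was 0.10. Of 68 tested genes of growth factor signaling linked to choline metabolism in cancer, 46 were higher, with a median of 0.10. Of 21 tested genes of betaine and methionine metabolism, 14 were higher, with a median of 0.11. With library size alone in place of TMM these numbers were 19, 26 and 9 and the medians were -0.06, -0.04 and -0.07, while the median of all genes tested moved from 0.03 to -0.10. No gene of the 3 lists passed an adjusted p of 0.05 over all genes in edgeR's quasi-likelihood test, and 0 passed when adjusted over the list alone. At an unadjusted p under 0.05 there were 0, 1 and 2 genes, namely Fos in the signaling list and Bhmt and Mat1a in the betaine list.
Against all other genes, limma's camera test gave an adjusted p of 0.706 for the choline list (direction lower, opposite to its median and mean), 0.0631 for the signaling list and 0.103 for the betaine list (both higher). With an estimated correlation the adjusted p was 0.661, 0.559 and 0.559. Without R-propranolol replicate 5 the signaling list reached an adjusted p of 0.00223 with the preset correlation and 0.231 with an estimated one, and the median log2 fold change was 0.06. The medians of the choline and betaine lists were then -0.05 and -0.02, with adjusted p values of 0.0926 and 0.596. With the preset correlation, the betaine list did pass without vehicle replicate 1 (camera adjusted p = 0.0324) or replicate 2. It also passed without a filter (0.0192) and with these replicates summed. Genes that passed the unadjusted threshold of Fig. 6 were 2 in the betaine list (odds ratio 6.85, two-sided Fisher's exact test, p = 0.0402, adjusted p = 0.121), 1 in the signaling list and 0 in the choline list. The 2 betaine genes, Bhmt and Mat1a, also belong to a list of hepatocyte genes, and the study chose Bhmt on these tumors.
Some members depended on 1 tumor. The organic cation transporter Slc22a3 had a log2 fold change of 2.94 (standard error 1.55) with replicate 5 of the R-propranolol group and 0.14 without it. The phosphocholine phosphatase Phospho1 had 1.77 (standard error 0.82) and 0.46, and Egf had 2.91 (standard error 1.37) and -0.14. Of its 2029 exon bases, Phospho1 shares 1818 with Zfp652 on the same strand and 1708 with Abi3 on the other strand. Slc22a3 shares 420 exon bases with Plg and Egf shares 500 with 6330410L21Rik, both on the other strand. Mat1a, a liver methionine adenosyltransferase, had 2.46 (standard error 0.83) and 2.52, and it was also high in vehicle replicate 2. Choline kinase alpha (Chka), the first enzyme of phosphatidylcholine synthesis, had 0.14 (standard error 0.46) with all tumors, and none of these genes passed the test.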

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed that choline metabolism was the pathway most affected by R-propranolol treatment (Figs. 6 and 7).^18–22^ Consistent with this, the most highly regulated gene by R-propranolol treatment was betaine-homocysteine methyltransferase (Bhmt). 

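Bhmt lies on chromosome 13 of GRCm38 from 93616675 to 93637961. Its counts were 1, 11, 0 and 0 in the vehicle-treated tumors and 35, 22, 25, 8 and 8 in the R-propranolol-treated tumors. The mean was 0.117 ± 0.206 CPM (SD, n = 4) in vehicle-treated tumors and 0.775 ± 0.352 CPM (SD, n = 5) in R-propranolol-treated tumors. The log2 fold change was 2.64 (standard error 1.01, adjusted p = 0.876 from edgeR's quasi-likelihood test), so Bhmt was higher in treated tumors but did not pass the test. In 4 of 5 treated tumors the value lay above the highest vehicle-treated tumor (exact permutation test on mean log2 CPM, two-sided, p = 0.0159, where 4 tumors against 5 allow 0.00794 at the least).
Among the 13901 genes tested, Bhmt ranked 382 by log2 fold change and 82 by p. Among the genes at the unadjusted threshold of Fig. 6 it ranked 130 by log2 fold change. R-propranolol replicate 5 was the highest tumor for 162 of the 204 genes that were higher at this threshold. Without it, Bhmt ranked 9 by log2 fold change and 229 by p. With counts of this size, the fold change rests on few reads, and the 11 counts of vehicle replicate 2 hold most of the vehicle mean. Without that tumor the log2 fold change was 5.32.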

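Egr1 was the gene with the smallest p among all genes tested. It lies on chromosome 18 of GRCm38 from 34859823 to 34864984. Its mean was 49.6 ± 7.05 CPM (SD, n = 4) in vehicle-treated tumors and 107 ± 28.5 CPM (SD, n = 5) in R-propranolol-treated tumors, a log2 fold change of 1.11 (standard error 0.22). All 5 treated tumors lay above the highest vehicle-treated tumor (exact permutation test, two-sided, p = 0.0159), but the adjusted p was 0.876 from edgeR's quasi-likelihood test. The phosphatase gene Dusp1, another immediate-early gene, had means of 82.9 ± 10.1 CPM (SD, n = 4) and 151 ± 31.4 CPM (SD, n = 5), a log2 fold change of 0.87 (standard error 0.18), and it shares 11 exon bases with Ergic1 on the other strand.
As a group, 33 of 37 immediate-early genes had a higher mean in treated tumors, with a median log2 fold change of 0.34 (31 genes with library size alone). No member passed the test over all genes, 9 were higher at an unadjusted p under 0.05, and Egr1 and Dusp1 passed when adjusted over the list alone. The list holds genes that the study picked from these tumors, so these calls are not independent evidence. Against all other genes, the list had an adjusted p of 8.95e-10 in limma's camera test and 0.480 with an estimated correlation. Without R-propranolol replicate 5, 35 of the 37 genes were higher and 11 passed when adjusted over the list alone.
For 5 other subunits of AP-1, the log2 fold change was 0.23 for Jun (standard error 0.21), 0.23 for Junb, 0.14 for Jund, -0.06 for Fosl1 and 0.23 for Fosl2, and none of them passed. With library size alone Jund was -0.01. Trp53 and Tnf, known as targets of Egr1, had log2 fold changes of -0.30 (standard error 0.30) and -0.33 (standard error 0.55). The sign of Tnf changed under some alternative processing, and Trp53 in R-propranolol replicate 5 lay far below the other tumors. With that tumor left out, the log2 fold change of Trp53 was -0.09.

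**Figure D2:**
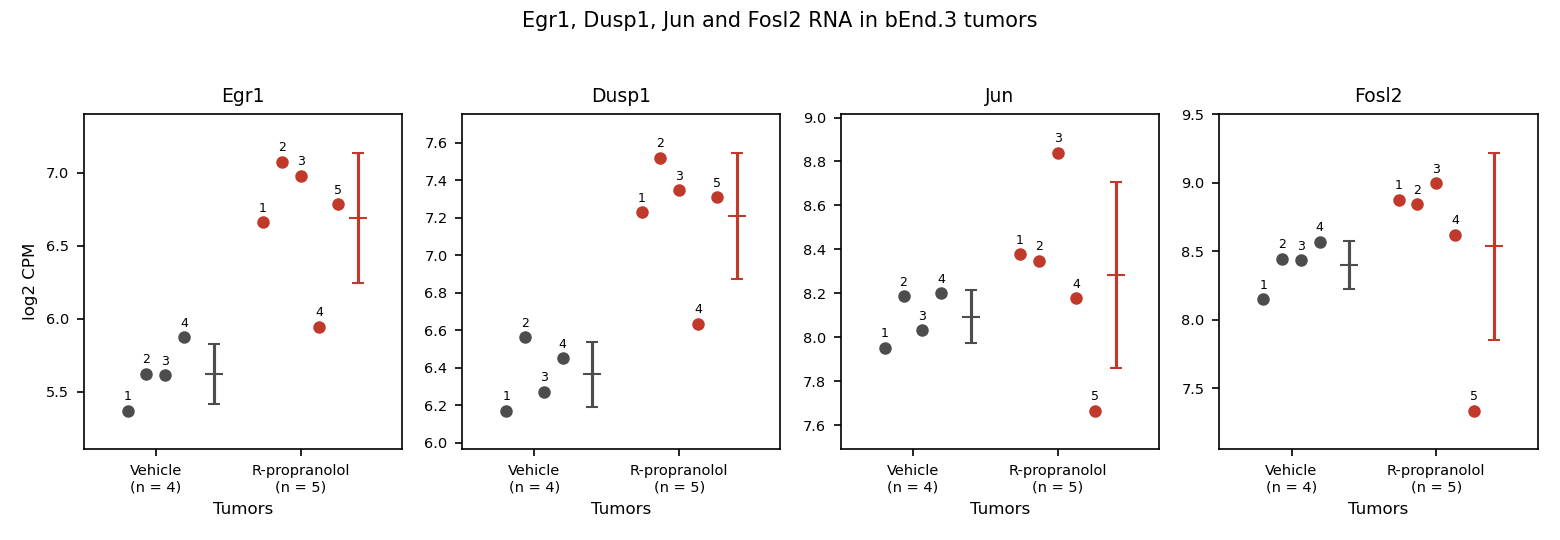
Log2 CPM of Egr1, Dusp1, Jun and Fosl2 (vertical axis) in each tumor, as points numbered by replicate, with bars for the mean and SD of 4 vehicle-treated and 5 R-propranolol-treated tumors. Every treated tumor lies above every vehicle-treated tumor for Egr1 and Dusp1, and the groups overlap for Jun and Fosl2.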

Interestingly, other genes were involved in tumor-suppressive activities, such as early growth response 1 (Egr1) and AP-1 subunit, which are both transcription factors implicated in tumor suppression.^23,24^ Egr1 regulates important tumor suppressors such as PTEN and p53 and upregulates tumor necrosis factor α. 

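Fos lies on chromosome 12 of GRCm38 from 85473890 to 85477273. Its mean was 7.27 ± 1.45 CPM (SD, n = 4) in vehicle-treated tumors and 30.3 ± 23.8 CPM (SD, n = 5) in R-propranolol-treated tumors. All 5 treated tumors were above the highest vehicle-treated tumor, from 9.26 to 68.1 CPM (exact permutation test, two-sided, p = 0.0317). This is a log2 fold change of 2.06 (standard error 0.57, adjusted p = 0.876 from edgeR's quasi-likelihood test), which did not pass. R-propranolol replicate 5 had the highest value, and without it the log2 fold change was 1.51. Its paralog Fosb, which is also an AP-1 subunit, had a log2 fold change of 1.60 (standard error 0.46) and did not pass either.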

Fos, which has been known to be rearranged and expressed frequently in epithelioid hemangioma, was also upregulated in R-propranolol-treated samples.^25–27^ The genes identified in the RNAseq analysis pose as interesting targets for further investigations.

**Fig. 6:**
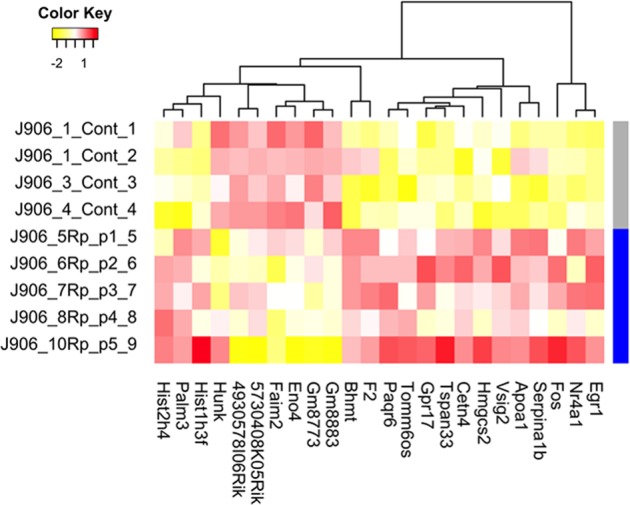
Heat map of differentially expressed RNA between bEnd.3 cells treated with R-propranolol and vehicle. Twenty-four transcripts were identified by RNAseq to be upregulated or downregulated in R-propranolol-treated cells when compared to the vehicle-treated control cells with *p* value ≤ 0.05. Transcripts were further filtered by minimum two-fold difference in the expression levels

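At an unadjusted p of 0.05 or less and a change of at least 2-fold, 212 genes differed between the groups, 204 of them higher and 8 lower in R-propranolol-treated tumors. No gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, where the smallest adjusted p was 0.876, and 320 genes (2.30% of those tested) had an unadjusted p under 0.05. DESeq2, edgeR's exact and likelihood ratio tests and limma-voom, with and without quality weights, also called 0 genes at an adjusted p under 0.05. At an unadjusted p under 0.05, DESeq2 had 831 genes, the exact test 631, the likelihood ratio test 751, limma-voom 139 and limma-voom with quality weights 838.
Of the 204 higher genes, 126 were at least 4-fold above every other treated tumor in R-propranolol replicate 5, which also carried the skeletal muscle genes. Without this tumor, 69 genes met the threshold, 39 higher and 30 lower, and 37 of them were among the 212. The count also fell, to between 36 and 59, when any 1 vehicle-treated tumor was left out, and rose to between 428 and 549 without R-propranolol replicate 1, 3 or 4. The groups did not overlap in CPM for 175 genes (88 higher and 87 lower), of which 18 met the threshold. Chance alone separates 4 tumors from 5 in 1.59% of groupings of a gene's values.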

**Fig. 7:**
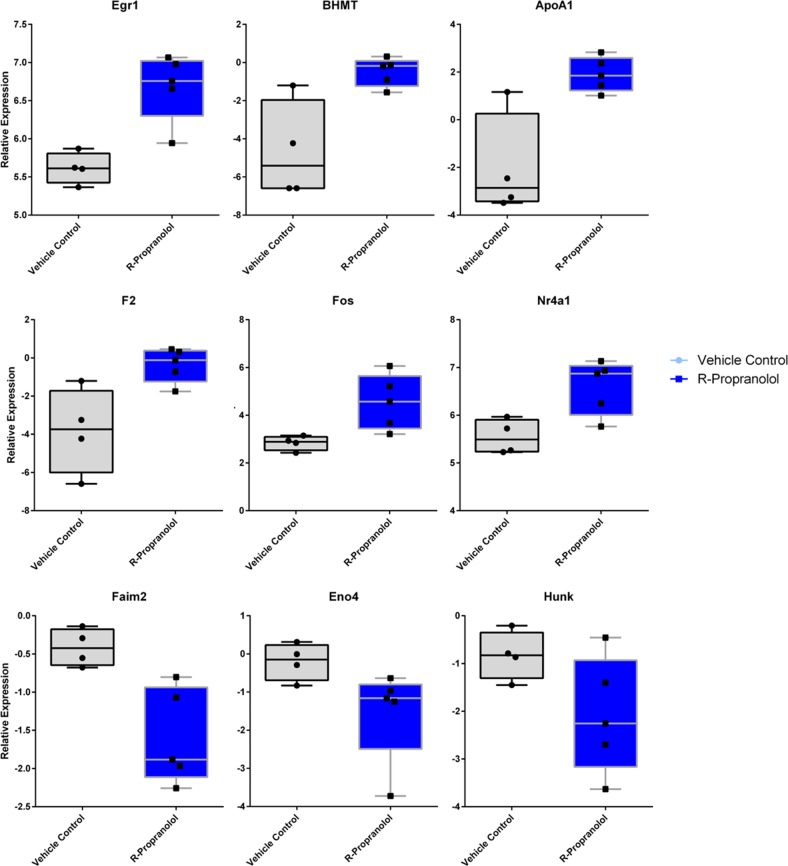
Selection of box plots of differentially expressed RNA transcripts of bEnd.3 cells treated with R-propranolol. Seven transcripts were found to be significantly downregulated, and 17 transcripts were upregulated. Six of the upregulated genes of interest including Egr1, APOA1, and BHMT as well as three of the downregulated genes including Faim2, Hunk, and Eno4 are included for representation. Box plots represent interquartile range with the central line denoting the median, and upper and lower whiskers represent standard error of means. Individual data points are included to demonstrate the spread

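Of the 24 transcripts of Fig. 6, 21 had enough counts to be tested, and all 21 moved in the direction shown there, 15 higher and 6 lower in R-propranolol-treated tumors. Hist2h4, Hist1h3f and 5730408K05Rik had too few counts. None passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and 16 (13 higher and 3 lower) met the unadjusted threshold of the legend. Of the 5 tested ones that did not, Palm3 (log2 fold change 0.94), Tomm6os (0.96), Hunk (-0.995) and Gm8883 (-0.90) lay below 2-fold, and Eno4 (-1.08) had an unadjusted p above 0.05. In the tested and untested ones together, the groups did not overlap for 12. The study chose these transcripts on the same tumors, so their shared direction is not independent evidence.
Without R-propranolol replicate 5, 13 met the threshold. Among the higher transcripts, 5 belong to a list of hepatocyte genes. Of these, Bhmt, F2, Apoa1 and Serpina1b each had its highest vehicle count in replicate 2. Some members share exon bases with a neighbor. Whether reads there were counted for the member, for the neighbor or left out as ambiguous is not known, because the strand setting is not given in the sources used here. Tomm6os shares 1440 exon bases with genes on the other strand, Tomm6 and Prickle4, Eno4 shares 166 with Hspa12a, Gpr17 shares 188 with Lims2 and Cetn4 shares 32 with Bbs12. Outside Fig. 6, the lower genes with the smallest p were Mlph (-0.89), Rnpc3 (-0.35), Aim1 (-0.63) and Mmp27 (-0.68), and the higher ones included the clock genes Per1 (0.70, standard error 0.17) and Bhlhe41 (0.92, standard error 0.25). None of these passed, and Rnpc3 shares 1128 exon bases with Amy1 on the same strand.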

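On the scale of log2 CPM after TMM scaling, with a prior count of 0.25, the median of Egr1 was 5.62 in 4 vehicle-treated tumors and 6.79 in 5 R-propranolol-treated tumors. Medians went from -2.85 to 1.85 for Apoa1, from -5.41 to -0.17 for Bhmt and from -3.74 to -0.09 for F2. Vehicle-treated tumors had 0 to 58 counts over these genes, and 0 to 11 for F2. The medians went from 2.89 to 4.57 for Fos and from 5.498 to 6.87 for Nr4a1. For the 3 genes shown as lower, the medians were -0.42 and -1.86 for Faim2, -0.82 and -2.25 for Hunk and -0.14 and -1.15 for Eno4.
The SD of these values was 0.20 in vehicle-treated and 0.45 in treated tumors for Egr1, and 2.55 and 0.74 for Bhmt. Faim2 was lower in all 5 treated tumors than in each vehicle-treated tumor, with a log2 fold change of -1.08 (standard error 0.36, adjusted p = 0.876 from edgeR's quasi-likelihood test). Hunk and Eno4 had 1 to 26 counts per tumor, so single reads weigh in their medians.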

### Differential gene expression findings from RNAseq analysis were validated in protein expression level in R-propranolol- vs. vehicle-treated tumors in vivo

To investigate whether differential expression of genes identified in RNAseq analysis was observed at the protein expression level in the murine tumor system, immunohistochemistry on three of the identified key genes, ANGPTL4, BHMT, and APOA1, was performed (Fig. 8). In accordance with the RNAseq findings,^28^ nuclear ANGPTL4 expression was strongly reduced in R-propranolol-treated animals (Fig. 8b) when compared to the vehicle control animal (Fig. 8a). 

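Angptl4 lies on chromosome 17 of GRCm38 from 33773750 to 33781830. Its RNA was 45.5 ± 7.33 CPM (SD, n = 4) in vehicle-treated tumors and 86.3 ± 85.1 CPM (SD, n = 5) in R-propranolol-treated tumors, with medians of 42.5 and 46.8 CPM. The log2 fold change was 0.92 (standard error 0.57), and the RNA was not shown to differ (adjusted p = 0.876 from edgeR's quasi-likelihood test). A 95% confidence interval by the normal approximation ran from -0.19 to 2.04. With so few tumors it is narrower than one from the test's own distribution would be. An exact permutation test on mean log2 CPM gave p = 0.476 (two-sided), with means of 5.49 ± 0.22 (SD, n = 4) and 6.02 ± 1.10 (SD, n = 5).
The mean of treated tumors depended on 1 tumor. R-propranolol replicate 2 had 237 CPM and the other 4 had 38.3 to 70.4 CPM. Without replicate 2 the log2 fold change was 0.10. Of the 5 treated tumors, 2 lay above the highest vehicle-treated tumor and 2 below the lowest.

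**Figure D3:**
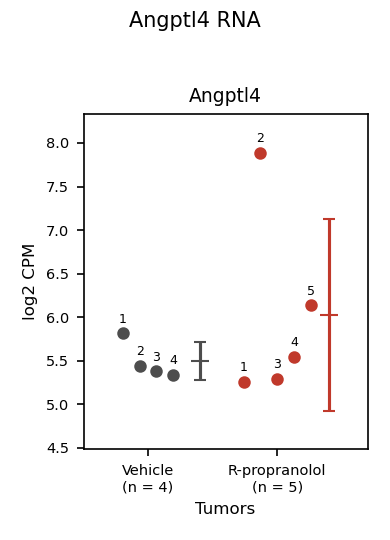
Log2 CPM of Angptl4 (vertical axis) in each tumor, as points numbered by replicate, with bars for the mean and SD of 4 vehicle-treated and 5 R-propranolol-treated tumors. R-propranolol replicate 2 lies highest, at 237 CPM, and the other 8 tumors lie between 38.3 and 70.4 CPM.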

BHMT and APOA1, which were found to be greatly induced in R-propranolol-treated animals, also showed increased cytosolic expression in vivo (Fig. 8b–e), indicating that the changes detected are at the transcription as well as the translational level.

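Apoa1 RNA lies on chromosome 9 of GRCm38 from 46228580 to 46230466. It was 0.645 ± 1.06 CPM (SD, n = 4) in vehicle-treated tumors and 4.13 ± 2.05 CPM (SD, n = 5) in R-propranolol-treated tumors. The log2 fold change was 2.66 (standard error 1.02, adjusted p = 0.876 from edgeR's quasi-likelihood test), which did not pass. In vehicle replicate 2 it was 2.24 CPM, above the lowest treated tumor, and in the other 3 vehicle-treated tumors at most 0.172 CPM. Without vehicle replicate 2 the log2 fold change was 5.10.
Other genes of hepatocytes followed Apoa1 and Bhmt across tumors. Albumin (Alb) had 23, 589, 15 and 30 counts in vehicle-treated tumors and 1553, 661, 822, 315 and 312 counts in treated tumors. Ahsg had 4, 166, 2 and 4 counts, against 568, 181, 213, 83 and 141. Prothrombin (F2), on chromosome 2 from 91625320 to 91636414, had a log2 fold change of 2.59 (standard error 0.90), and Ttr had 2.24. In R-propranolol replicate 1, where Alb was highest, Apoc3 had 3 counts and Serpina3k 1 count. Of 38 tested genes of the hepatocyte list, 35 were higher in treated tumors, 17 at an unadjusted p under 0.05, and the median log2 fold change was 2.17. The list had an adjusted p of 6.89e-27 in limma's camera test and 0.309 with an estimated correlation, and it holds Bhmt, Apoa1 and other genes that the study chose on these tumors.
The paper reports higher RNA of BHMT and APOA1 in treated tumors and higher cytosolic staining of both proteins. It reads this as changes at the level of transcription and of translation.

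**Figure D4:**
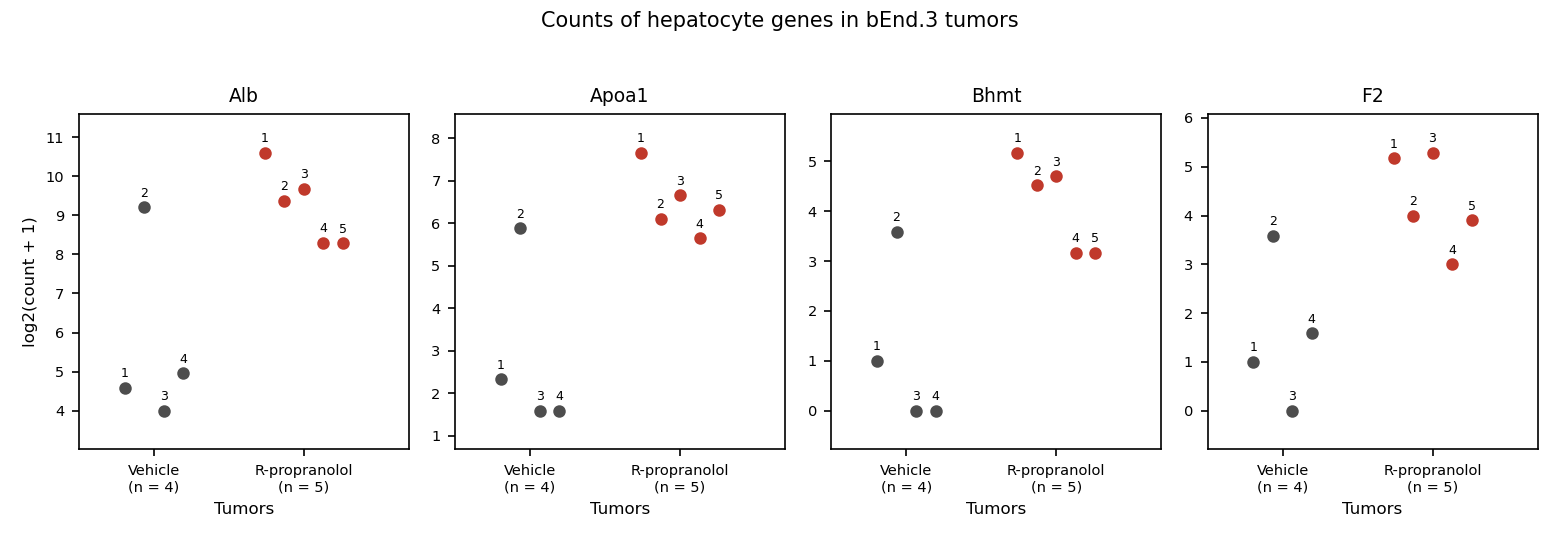
Counts of Alb, Apoa1, Bhmt and F2 (vertical axis, log2 of count plus 1) in each tumor, as points numbered by replicate, for 4 vehicle-treated and 5 R-propranolol-treated tumors. Vehicle replicate 2 lies among the treated tumors, at 589 counts for Alb, and the other 3 vehicle-treated tumors lie below them.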

**Fig. 8:**
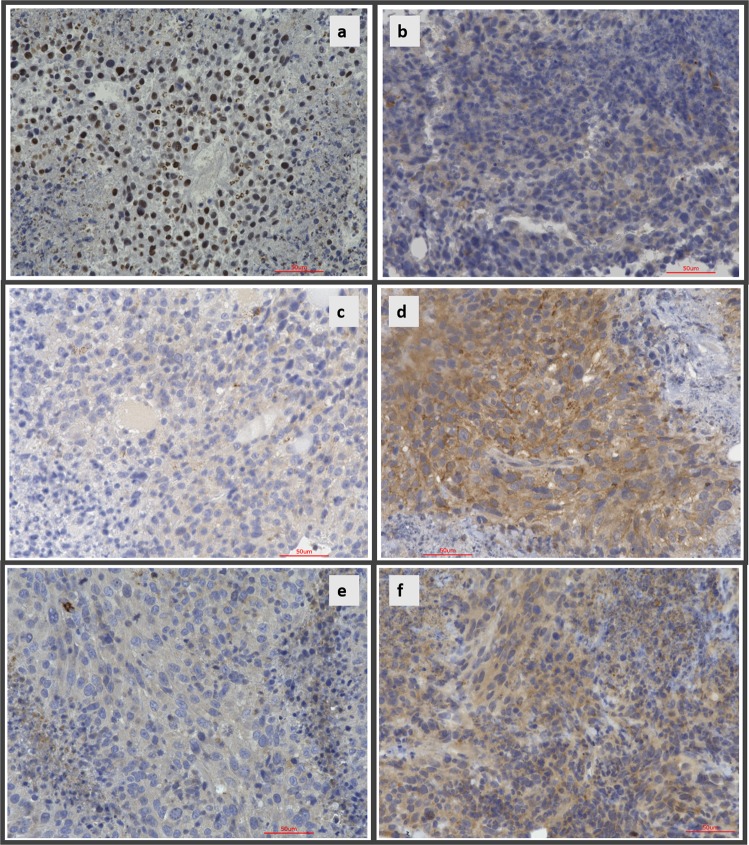
R-propranolol alters changes in the expression of proteins identified in RNAseq, validating the findings. Immunohistochemistry for ANGPTL4, BHMT, and APOA1 were performed on paraffin-embedded samples of R-propranolol- or ethanol vehicle-treated bEnd.3 murine tumor to validate the differential expression analysis results obtained using RNAseq. Nuclear expression of ANGPTL4 was markedly reduced in R-propranolol-treated animals while BHMT and APOA1 expression was increased in the experimental group, supporting the RNAseq findings. **a**, **b** Control- and R-propranolol-treated tumor samples stained with ANGPTL4. **c**, **d** Control- and R-propranolol-treated tumor samples stained with BHMT. **e**, **f** Control- and R-propranolol-treated tumor samples stained with APOA1. Scale bars indicate 50 μm in all panels

## Discussion

Hemangiomas of infancy are the most common tumor of childhood and have not consistently been associated with a specific mutation, despite being clonal. Signaling abnormalities have been described in hemangiomas of infancy, including Glut-1 expression, cytoplasmic WT-1 expression, and elevated levels of NADPH oxidase.^29^ While most hemangiomas do not require treatment, a significant subset of hemangiomas causes significant and even life threatening consequences, including compression of the trachea, ocular damage, and disfigurement.^2^ Hemangiomas are also associated with PHACE syndrome, in which hemangiomas are associated with other abnormalities, including posterior fossa brain malformations, and cardiac abnormalities.^1,30^ The fortuitous discovery of propranolol causing regression of hemangiomas has revolutionized the treatment of these lesions.^4^ However, treatment of hemangiomas with propranolol is not risk free because propranolol may cause bradycardia, hypotension, and hypoglycemia as a consequence of beta blockade.^5,6^ While the presence of beta adrenergic receptors has been recognized on hemangioma endothelium, the role of beta blockade as the mechanism of hemangioma regression has not been established.

We hypothesized that propranolol works through beta blockade-independent mechanisms. Commercial propranolol is a mixture of S-propranolol (beta blocker) and R-propranolol (non-beta blocker). The same is true for other commercially available beta blockers, which are synthesized as aryl ethers of epichlorohydrin and then reacted with a primary amine, leading to an optically active center, which is sold as a racemic mixture based on the assumption that the R-isomer is biologically inactive. We used purified isomers of propranolol to assess the validity of this hypothesis. We treated HemSCs with R- and S-propranolol. Another gene that was most coordinately regulated by this treatment was ANGPTL4, which was downregulated by all three treatments on gene array. We examined the expression of ANGPTL4 protein and showed that the R-isomer (non-beta blocker) suppressed ANGPTL4, but the beta blocker S-isomer had no effect. Using immunohistochemistry, we demonstrated that ANGPTL4 is present in authentic hemangioma of infancy.

Because R-propranolol appeared to have greater activity and S-propranolol has a low LD50 in mice due to beta blockade, we assessed the ability of R-propranolol to block the growth of bEnd.3 hemangioma in vivo. bEnd.3 is a useful preclinical model that recapitulates many of the signaling abnormalities of hemangioma of infancy and is useful for in vivo studies as human hemangioma endothelia do not grow robustly in mice.^15,17,31,32^ R-propranolol caused significant inhibition of tumor growth. We performed RNAseq analysis of treated tumors against vehicle tumors and found several unexpected findings. The gene that was most upregulated by R-propranolol treatment was BHMT, and this enzyme converts toxic homocysteine into methionine using betaine as a methyl donor.^33,34^ KEGG analysis showed that choline metabolism was highly affected. Egr-1, an AP-1 subunit with tumor-suppressive activity, was also elevated by R-propranolol treatment. APOA1 (high-density lipoprotein), which protects against vascular instability was also induced by R-propranolol. N4RA1 (Nur77) is also upregulated by propranolol and is associated with tumor suppression in hepatocellular carcinoma by suppressing glycolysis.^35,36^

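Nr4a1, the gene of Nur77, lies on chromosome 15 of GRCm38 from 101254269 to 101274795. The RNA in the allografted tumors was 47.9 ± 12.02 CPM (SD, n = 4) with vehicle and 103 ± 36.3 CPM (SD, n = 5) with R-propranolol. Its log2 fold change was 1.10 (standard error 0.30, adjusted p = 0.876 from edgeR's quasi-likelihood test), and 4 of 5 treated tumors lay above the highest vehicle-treated tumor (exact permutation test, two-sided, p = 0.0317). The gene was higher but did not pass the test, and without R-propranolol replicate 5 the log2 fold change was 0.95.
Of 25 tested genes of glycolysis, 18 had a higher mean with R-propranolol in the same tumors, with a median log2 fold change of 0.54, 0 passed the test over all genes and 0 passed when adjusted over the list alone. Against all other genes, the list was higher with an adjusted p of 0.0269 in limma's camera test and 0.559 with an estimated correlation. Part of this came from R-propranolol replicate 5, which carried skeletal muscle genes. Without it the median was 0.14 and the adjusted p was 0.00149 (camera, preset correlation), or 0.438 with an estimated correlation. With vehicle replicate 1 left out instead, the list did not pass (adjusted p = 0.201, camera, preset correlation). Eno3, the muscle enolase, had a log2 fold change of 4.63 (standard error 1.93) with this tumor and -0.22 without it, Aldoa had 1.71 and 0.15, and hexokinase 2 (Hk2) had 1.19 and 0.54.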

Hemangioma of infancy is widely known as a glycolytic tumor indicated by (a) [F-18] fluoro-deoxyglucose uptake detected in positron emission tomography and (b) GLUT-1 expression, which promotes glucose uptake and glycolysis. To investigate the potential role of propranolol isomers in IH, we examined the effect of propranolol isoforms on metabolism in bEnd.3 hemangioma cells indicated by reduction via changing the oxidative status of tumor cells. Mitochondrial respiratory capacity was measured using the Seahorse XF Cell Mito Stress Test Kit, which is a standard metric in measuring oxidative functions of mitochondria. Both isomers of propranolol converted bEnd.3 cells to a respiratory phenotype as indicated by the increase in maximal respiration (Supplementary Fig. 4a) as well as the drastic increase in basal respiration (Supplementary Fig. 4b). Increased spare respiratory capacity of cells treated by either isomer of propranolol also indicated that the cellular survival was promoted in conditions under cellular stress in cells treated with propranolols (Supplementary Fig. 4b).

Given these studies and our previous clinical data showing that propranolol downregulates VEGF but not ANG2 in children, we can express a mechanism of action for the treatment of IH by propranolol. Propranolol causes a coordinated downregulation of VEGF and ANGPTL4 but not Ang2.^16^ The coordinated downregulation of VEGF and ANGPTL4 allows Ang2 to mediate vascular regression (Fig. 9), as Ang2 causes endothelial apoptosis in the absence of VEGF^37^ and perhaps ANGPTL4.^38–40^ Given that these angiogenic cytokines are present in other tumors as well,^41,42^ this may explain the cancer-protective effect of propranolol. Further studies of R-propranolol in humans are warranted.

**Fig. 9:**
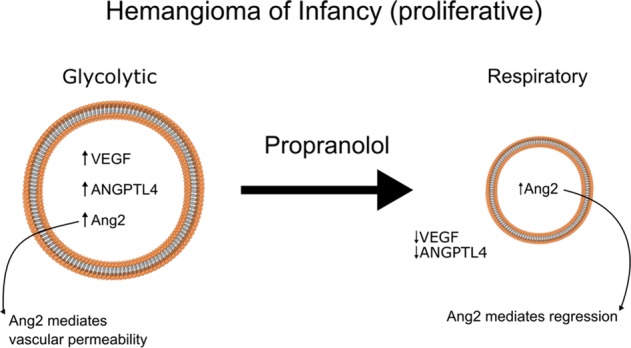
Proposed mechanism of action of propranolol in hemangioma of infancy. Proliferative hemangiomas are glycolytic and have elevated levels of VEGF, Ang2, and ANGPTL4, resulting in a highly angiogenic tumor with leaky vessels. Treatment with propranolol results in conversion to a respiratory phenotype, with downregulation of VEGF and ANGPTL4, but retaining Ang2, which then mediates regression of hemangiomas in the absence of angiogenic stimulation

## Methods

### Cell lines and reagents

Human HemSCs were kindly provided by Dr. Joyce Bischoff (Boston Children’s Hospital, Harvard Medical School). bEnd.3 cells, murine middle T-antigen-transformed endothelial cells derived from endothelioma, were purchased from American Type Culture Collection (Manassas, VA). High-glucose Dulbecco’s Modified Eagle Media (HGDMEM), trypsin-EDTA, and Dulbecco’s phosphate-buffered saline (DPBS) were purchased from Sigma-Aldrich (St. Louis, MO). ANGPTL4 antibody for western blotting and immunohistochemistry were purchased from Thermo Fisher Scientific (# 701155) (Waltham, MA) and Abcam (#ab196746) (Cambridge, UK) respectively. BHMT (#ab36415) and APOA1 (#ab227455) primary antibodies were obtained also from Abcam (Cambridge, UK). Glyceraldehyde 3-phosphate dehydrogenase (GAPDH; #MAB371) antibody was purchased from Millipore (Burlington, MA). Goat anti-mouse secondary antibody conjugated with horseradish peroxidase (HRP; #115-032-003) was purchased from Jackson ImmunoResearch Laboratories (West Grove, PA). Goat anti-rabbit secondary antibody conjugated with HRP (#7074) was purchased from Cell Signaling Technologies (Danvers, MA).

### Cell culture

bEnd.3 was maintained in HGDMEM supplemented with 10% fetal bovine serum (Atlanta Biologicals, Atlanta, GA), 4 mM glutamine, 100 U/mL penicillin and 100 µg/mL streptomycin (Sigma-Aldrich, St. Louis, MO), and 10 ng/mL mVEGF (Cell Signaling Technology, Danvers, MA) in an atmosphere of 37 °C with 5% CO_2_. HemSC was maintained in Endothelial Growth Media 2 supplemented with 2% fetal calf serum and complete EGM supplements (PromoCells, Heidelberg, Germany) under a 5% CO_2_ atmosphere. HemSC was dissociated using 0.05% Trypsin-EDTA (Sigma-Aldrich) and subcultured into flasks precoated with 0.1 μg/cm^2^ fibronectin (Millipore) in 0.1 M Na_2_CO_3_, pH 9.4. Media for all cell lines were changed every 2 days.

### Western blot

bEnd.3 cells grown in T75 flasks were lysed in Pierce RIPA buffer [25 mM Tris-HCl, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% sodium dodecyl sulfate, pH 7.6] (Thermo Fisher Scientific) supplemented with HALT protease phosphatase inhibitor cocktails. Lysates were centrifuged at 16,000 × *g* for 20 min after 30-min incubation on ice. Protein concentration was determined using BioSpectrometer (Eppendorf, Hamburg, Germany) and diluted in 4× LDS sample buffer (Thermo Fisher Scientific). 30 µg of samples were loaded onto NuPAGE 4–15% precast gels in MOPS buffer (Thermo Fisher Scientific) against Precision Plus Protein Dual Color Standards (Bio-Rad Laboratories). Proteins were transferred onto polyvinylidene difluoride membrane using Transblot Turbo system (Bio-Rad Laboratories, Hercules, CA). Membrane was blocked for 1 h at room temperature in 5% non-fat dry milk in 0.1% Tween-Tris-Buffered Saline and probed with ANGPTL4 or GAPDH antibody at 1:1000 or 1:2000 dilution respectively, at 4 °C overnight. Antibody signal was detected using SuperSignal West Femto chemiluminescence substrate (Thermo Fisher Scientific) and ChemiDoc XRS Gel Photo Documentation system (Bio-Rad Laboratories). Images were processed using the ImageLab software (Bio-Rad Laboratories). All blots derived from the same experiment were processed in parallel, and images were not spliced or merged from other experiments, shown in entirety as well as overlaid with the visible light images to indicate the location of the ladder (see Supplementary Fig. 1). Three independent experiments were performed, and a representative image is shown here. Other experimental results from western blotting are described in Supplementary Fig. 2. Titration of R-propranolol ranging from 0 to 10 μM was performed to determine the optimal treatment concentration and described in Supplementary Fig. 3.

### In vivo bEnd.3 allograft model

The allograft model was developed and approved by the Institutional Animal Care and Use Committee (IACUC) of Emory University, and all methods were performed in accordance with the approved IACUC protocol guidelines and regulations. bEnd.3 cell suspension in growth medium was inoculated at 2.5 × 10^5^ cells/mouse in the right flank of athymic Nu/Nu nude male mice (*n* = 5 per group) purchased from the Charles River Laboratories (Wilmington, MA). R-propranolol was prepared as a 10 mM concentration stock in ethanol and was further diluted to the prescribed final concentration in DPBS. Vehicle control (ethanol in DPBS) or R-propranolol was administered intraperitoneally five times a week at 6 mg/kg/day. R-propranolol treatment was initiated on the second day after the tumor cell injection, and the tumor volume as well as the weight of the animals were recorded weekly thereafter.

### Statistical analysis

The statistical analysis of tumor volumes was performed as previously described, and statistical analyses were performed using the Microsoft Office Excel (Microsoft Corporation, Richmond, WA) and GraphPad Prism software (GraphPad Software, La Jolla, CA).^3^ Briefly, tumor volume was calculated using the formula, volume = (*L* × *W*^2^) × 0.52, where *L* was defined to be the longer dimension of the tumor. Replicate size per group was 5, and unpaired two-tailed Student’s *t*-test was performed to determine the significant difference between the two groups, with significance determined at *p* < 0.05. The values were exported to GraphPad Prism to obtain plots including individual data points to indicate the general spread of the data.

### RNA extraction

Previously frozen tumor tissue was lysed and homogenized in QIAzol® using a rotor-stator probe homogenizer until fully disrupted. RNA extraction was performed using the Qiagen miRNeasy Kit with on-column DNase treatment according to the manufacturer’s specifications (Qiagen, Hilden, Germany). The concentration of RNA eluted in nuclease-free water was determined using a NanoDrop 1000 (Thermo Fisher Scientific). RNA was analyzed on Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), using RNA 6000 Nano assay for quality control prior to RNAseq. Two hundred and fifty nanograms of total RNA was amplified and labeled using the Thermo Fisher Scientific Illumina™ TotalPrep™ RNA Amplification Kit (Thermo Fisher, Waltham, MA) according to the manufacturer’s protocol. Labeled cRNA was hybridized to Illumina HT12 bead array according to the protocol described in the WGGEX Direct Hybridization Assay user guide. Image acquisition and data extraction were performed with an Illumina HiScan laser scanner and GenomeStudio software (Illumina, San Diego, CA).

### Gene array of HemSCs

HemSC was treated with propranolol. Two hundred and fifty nanograms of total RNA, extracted and quality controlled as above, was amplified and labeled using the Thermo Fisher Scientific Illumina™ TotalPrep™ RNA Amplification Kit according to the manufacturer’s protocol. Labeled cRNA was hybridized to Illumina HT12 bead array according to the protocol described in the WGGEX Direct Hybridization Assay user guide. Image acquisition and data extraction were performed with an Illumina HiScan laser scanner and GenomeStudio software.

### RNAseq (bulk) data analysis

RNAseq library preparation was performed at Novogene Corporation utilizing the NEBNext Ultra RNA Library Prep Kit for Illumina by following the manufacturer’s recommendations (New England Biolabs, Ipswich, MA). Sequencing libraries were validated on the Agilent TapeStation (Agilent Technologies, Santa Clara, CA) and quantified using Qubit 2.0 Fluorometer (Thermo Fisher Scientific, Waltham, MA) as well as by quantitative PCR (Applied Biosystems, Foster City, CA). The libraries were sequenced on an Illumina sequencer using a 2 × 150 Paired End configuration. Raw sequence data (.bcl files) was converted into *fastq* files and de-multiplexed using the Illumina’s bcl2fastq software.

### Immunohistochemistry of hemangioma of infancy

Formalin-fixed, paraffin-embedded hemangioma tissue was obtained from the Pediatric Pathology Department (Children’s Hospital of Wisconsin, Milwaukee) following the institutional review board-approved protocol. Tissue sections were cut at 4 µm thickness, deparaffinized, and blocked with peroxidase block and serum-free protein block (Dako, Agilent Technologies). The slides were incubated with the primary ANGPTL4 antibody at a concentration of 1:20, followed by secondary antibody. The stains were visualized with DAB (Dako) and counterstained with hematoxylin. Detection was performed with MACH2 Universal HRP (Biocare Medical, Pacheco, CA). Human infant foreskin sample was resected and embedded in formalin, processed, and stained at Winship Cancer Institute Research Histology Core laboratory (Atlanta, GA). The slides were incubated with the primary antibody, ANGPTL4, at 1:100 concentration followed by secondary antibody. Detection was performed using Keyence BZ-X800 (Keyence, Osaka, Japan).

### Immunohistochemistry of bEnd.3 murine tumor model

Tumor samples were resected and embedded in formalin, processed, and stained at Winship Cancer Institute Research Histology Core laboratory (Atlanta, GA). The slides were incubated with the primary antibodies ANGPTL4, BHMT, and APOA1 at concentrations 1:100, 1:800, and 1:400 respectively, followed by secondary antibody. Detection was performed using Keyence BZ-X800 (Keyence, Osaka, Japan).

### Measurement of oxygen consumption rate (OCR)

OCR was measured using an XF^e^96 extracellular flux analyzer (Seahorse Biosciences, North Billerica, MA). Briefly, bEnd.3 cells were seeded at density of 10,000 cells/well in a 96-well seahorse cell culture plate (#102416-100, Seahorse Biosciences, North Billerica, MA) in DMEM and treated with vehicle or propranolol for 24 h. Proper cell seeding density was screened and adjusted to approximately 100 pmol/min for basal OCR for the control group. Carbonyl cyanide *p*-(tri-fluromethoxy)phenyl-hydrazone (FCCP) titration assay was applied to determine the optimal FCCP dosage (2 µmol/L) by continuously injecting FCCP until the OCR value decreased. Before the measurement, the medium was replaced with XF assay medium (#102365-100, Seahorse Biosciences, North Billerica, MA) containing 10 mmol/L glucose, 1 mmol/L pyruvate, and 2 mmol/L glutamine at pH 7.4 and incubated in a non-CO_2_ incubator at 37 °C for at least 30 min. Stock solutions of oligomycin, FCCP, and rotenone/antimycin A in an XF Cell Mito Stress Test Kit (#103015-100, Seahorse Biosciences, North Billerica, MA) were prepared in XF assay medium and loaded into injection ports A, B, and C, respectively. The working concentrations for each inhibitor were as follows: oligomycin 1 µmol/L, FCCP 2 µmol/L, rotenone 0.5 µmol/L, and antimycin A 0.5 µmol/L. Measurements were obtained at 37 °C. Assay cycles included 3 min of mixing, 2 min of a waiting period, and 3 min of measurement. The *Wave* software provided by Seahorse Biosciences was used for data collection. Basal respiration, maximal respiration, proton leak, and coupled respiration, as well as other measurement parameters were determined using the *XF Cell Mito Stress Test Generator* software (North Billerica, MA).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All the data generated and analyzed during the current study are available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

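RNA was measured in 9 allografted bEnd.3 tumors, 4 from mice given vehicle and 5 from mice given R-propranolol at 6 mg/kg per day, with 1 library per tumor. The authors made libraries with the NEBNext Ultra kit, sequenced pairs of 150-base reads, aligned them to mm10 with STAR and counted them with HTSeq. Tool versions, the annotation and the strand setting are not given in the sources used here. The values are raw counts per gene symbol for 24421 genes, with the totals of reads that HTSeq left out. Reads outside genes were 13.4% to 15.4% of those listed, ambiguous reads 1.81% to 1.98%, and reads with several places 3.46% to 3.99%, except 7.86% in R-propranolol replicate 5. The titles of vehicle replicates 1 and 2 carry the same mouse number, and they were taken as separate tumors.

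The main comparison used edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 13901, and counts were scaled by TMM. The quasi-likelihood test compared the groups, and p was adjusted by the method of Benjamini and Hochberg. The threshold of Fig. 6, a p of 0.05 or less and at least 2-fold, was used without adjustment, since the paper's text does not say whether p was adjusted. CPM were computed from TMM-scaled library sizes. Exact permutation tests compared mean log2 CPM over the 126 splits of 9 tumors into 4 and 5, two-sided. Over the 145 named genes they gave 34 values under 0.05 and a smallest adjusted p of 0.128 (exact permutation). Many of these genes were picked on these same tumors, by the study or by their p, so neither value can be read against chance.

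Gene lists were tested with camera of limma 3.58.1, with a preset correlation of 0.01 between genes, with an estimated correlation, and with fry, and adjusted over 27 lists. The lists include choline metabolism, choline-linked signaling, betaine and methionine, immediate-early genes, heat shock, hepatocyte, endothelial, angiogenic factors, PPAR targets, glycolysis, oxidative phosphorylation, cholesterol synthesis, integrated stress response, hypoxia, proliferation, replication-dependent histones, beta-adrenergic signaling, skeletal muscle, adipocyte, keratinocyte, erythroid, macrophage, neutrophil, fibroblast, mural, and NK and B lymphocyte. The tests, the lists and the alternatives (apart from those said to be added) were chosen before the data were examined, while the values drawn in Figs. 6 and 7 had been seen. Named genes are the 24 of Fig. 6, the genes the paper names for its mechanism, the 5 smallest p in each direction (since 0 genes passed), and from each list up to 4 members with the smallest p and the most abundant member.

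Places of genes are from GENCODE M21 on GRCm38, in which 23334 of the 24421 symbols (95.5%) have 1 place. Of the named genes, 28 share exon bases with a gene on the other strand and 4 with a gene on the same strand.

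The test was checked on simulated counts with 200 changed genes. With all 9 tumors it called 5 unchanged genes, and it called 0 of 13790 genes when no gene was changed. Alternatives were the size factors of DESeq2 1.42.0, library size alone, DESeq2, edgeR's exact and likelihood ratio tests, limma-voom with and without quality weights, no filter, a filter of 1 CPM in 4 tumors, leaving out each tumor, summing vehicle replicates 1 and 2, and a block by replicate number. A further 38 settings were added after the data had been seen. A chi-square per gene between pairs of tumors was 11.8 or more, but the share of counting error in the spread was not derived from it.

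The tumor volumes, the protein staining, the cell culture experiments and the respiration measurements were not analysed here.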

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

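The tests of depth, transcript length and other tissue for R-propranolol replicate 5, the test of R-propranolol treatment and the reading of Apoc3, Serpina3k, Mup3 and Mup20 for the hepatocyte genes, and the comparisons with other groupings for the gene lists were chosen after the results had been seen. Each measure was checked within each group for a tumor far from the others. Of 132 groups checked, 20 (15.2%) had one, where chance gives 5%, and 14 of the 20 were R-propranolol replicate 5.

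R-propranolol replicate 5 had a TMM factor of 0.753, its 10 most abundant genes held 14.3% of counts, and 7.86% of its reads had several places. Its list medians of log2 CPM lay apart at 12.6 for skeletal muscle, 7.46 for PPAR targets, 8.46 for oxidative phosphorylation, 6.10 for choline-linked signaling, 3.89 for proliferation and -1.82 for histones. Among single genes it lay apart for Eno4 (-3.701), Gm8883 (-1.86), Trp53 (5.49) and Slc2a1 (7.38), all in log2 CPM. Its depth, 21084749 counts over genes, lies within the range of the other 8 tumors (20599904 to 27852630), which argues against depth. Across 13380 genes with a length, the correlation of exonic length with its ratio to the other treated tumors was -0.0786 (Spearman's rho, across genes, which are not independent replicates; -0.0695 to 0.122 in the other tumors), just outside their range but smaller in size than that of vehicle replicate 2 (0.0997) and R-propranolol replicate 4 (0.122). Length is argued against for its 25 muscle and fat genes, whose median log2 ratio lay 10.6 beyond that of genes of like length; for the other genes a small effect of length stays open. Tissue of another type stays open: relative to the other 4 treated tumors, the median log2 ratio was 12.6 for skeletal muscle, 7.45 for adipocyte, 2.22 for mural and 0.29 for hepatocyte genes, so muscle and fat beside the tumor may have been taken with it. RNA of another organism was not tested and stays open too.

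Alb, which the paper does not discuss, had a median of 26.5 CPM in treated tumors (12.9 to 54.8) and 1.21 in vehicle-treated tumors, of which replicate 2 had 22.7 and the next 1.42. The hepatocyte list is not a matter of replicate 5 alone, since its median log2 fold change was 2.17 with that tumor and 1.73 without it. For Bhmt, Apoa1, F2 and Serpina1b, which the study chose on these tumors, the median without it was 0.978 of that with it. A camera p as small came from 2 of 100 groupings of the 9 tumors, the real one included (real 2.55e-28, smallest other 4.92e-31), and from 2 of 35 without replicate 5 (2.82e-24 and 1.35e-42), but the list holds genes that the study chose on these tumors, so this decides nothing. With the genes of Fig. 6 left out it was 2 of 100 (9.32e-22 and 1.65e-24) and 2 of 35 (8.20e-18 and 2.81e-33), and the adjusted p of the full list was 0.309 with an estimated correlation and 0.275 by fry, so chance cannot be excluded. The list was written after these genes had been seen, and its members move together, so leaving them out does not undo the choice. RNA from liver tissue cannot be told apart from an effect of the treatment: Alb exceeded Apoa1 in every treated tumor (lowest log2 ratio 1.98), as liver RNA needs, but Apoc3, Serpina3k, Mup3 and Mup20, also abundant in liver, had at most 7 counts in any tumor. Treatment stays open because only 1 vehicle-treated tumor, at 22.7 CPM of Alb, lay above the lowest treated tumor. RNA of another organism was not tested for these genes and stays open too.

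The immediate-early list was higher in treated tumors. A p as small came from 3 of 100 groupings of the 9 tumors, the real one included (real 6.63e-11, smallest other 3.05e-15), and from 1 of 35 without replicate 5 (2.66e-29 and 3.23e-21), which decides nothing because Egr1, Fos and Nr4a1 were chosen on these tumors. With these 3 left out it was 9 of 100 (9.10e-08 and 2.32e-14) and 1 of 35 without replicate 5 (1.56e-23 and 1.32e-18), but this list too was written after they had been seen, so chance cannot be excluded. The adjusted p of the full list was 0.480 with an estimated correlation and 0.275 by fry. R-propranolol replicate 5 alone is argued against by the list as a whole. With that tumor 33 of 37 genes were higher, with a median log2 fold change of 0.34, and without it 35 were, with 0.36. For Egr1, Fos and Nr4a1 the median without it was 0.986 of that with it, though Fos fell from 2.06 to 1.51. Heat shock or handling at collection cannot be told apart: the heat shock list had a median log2 fold change of 0.065 (camera adjusted p = 0.366, and without replicate 5 0.00612 with the preset and 0.239 with an estimated correlation). Its median log2 CPM was nevertheless higher in all 5 treated tumors, the lowest of which (R-propranolol replicate 4, at 6.804, apart from its group) lay above the highest vehicle-treated tumor (6.77). An effect of R-propranolol stays open beside handling, and the order of collection was not tested.

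For the genes at the threshold of Fig. 6 and the gene lists, chance cannot be excluded. As many genes came from 72 of 100 groupings (real 212, highest other 1604), and as many gene lists from 57 of 100 (real 11, highest other 16). For genes at an adjusted p under 0.05 the comparison decides nothing, because the real count is 0 and 100 of 100 groupings reach it (highest other 1). Groupings that call several times the real count point to a structure of the samples. It is not replicate 5 of the R-propranolol group alone, since groupings of the other 8 tumors gave up to 890 genes where the real one gave 69. R-propranolol replicate 2 correlated with the other 7 of these at r between 0.911 and 0.959, and what sets the tumors apart was not tested.

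Further single tumors lay apart in log2 CPM: vehicle replicate 4 for the fibroblast list (3.47), R-propranolol replicate 1 for Hist2h4 (-2.17), vehicle replicate 3 for Tomm6os (-2.95), vehicle replicate 2 for 4930578I06Rik (-1.203) and vehicle replicate 1 for Trp53 (7.39).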

How the results depend on the processing

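The linear models, rank tests and limma-trend on log2 CPM, edgeR's robust fit, and the estimated correlation over 8 tumors were added after the data had been seen.

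No alternative other than the added ones called a gene at an adjusted p under 0.05. Without a filter, a linear model per gene called 2 genes with a prior count of 0.25 under TMM and 2 under library size, Eps8l3 (1 count in each vehicle-treated tumor and 0 in the others) and Sult2a2 (2 to 6 counts in treated tumors and 0 in the others), and with a prior count of 2 it called 1 and 1, Eps8l3 alone. These genes were chosen after their values were seen. Of 141 named genes tested, 0 passed under any alternative other than the added ones, and 53 changed sign under at least 1.

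The median log2 fold change of all genes tested was 0.03 with TMM, 0.04 with DESeq2's size factors and -0.10 with library size alone, and changes under library size are to be read against that shift.

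The number of genes at the threshold of Fig. 6, 212, stayed within 1.5 times with DESeq2's size factors (217) and library size alone (152). It was 605 with DESeq2, 591 with the exact test, 707 with the likelihood ratio test, 46 with limma-voom, 91 with voom and quality weights, 545 without a filter, 128 with the CPM filter and 48 with vehicle replicates 1 and 2 summed. Leaving out 1 tumor gave 36 (without vehicle replicate 4) to 549 (without R-propranolol replicate 4), with 44, 54 and 59 without vehicle replicates 1, 2 and 3, 428 and 499 without R-propranolol replicates 1 and 3, and 69 without replicate 5. On log2 CPM with a prior count of 0.25, the linear model, the rank test and limma-trend gave 46, 52 and 49 under TMM with filterByExpr, 22, 29 and 25 with the CPM filter, and under library size 41, 44 and 41, and 16, 26 and 16. With a prior count of 2 they gave 113, 102 and 136 under TMM without a filter, 40, 47 and 47 with filterByExpr and 20, 27 and 23 with the CPM filter. Under library size they gave 118 and 102 (linear model and rank test) without a filter, 38, 38 and 40 with filterByExpr, and 16, 23 and 17 with the CPM filter. The cause was not tested.

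Of the transcripts of Fig. 6, 16 met the threshold, and 11 to 16 when 1 tumor was left out. With the CPM filter it was 6, and 7, 6 and 6 (prior count 0.25) or 6, 5 and 6 (prior count 2) on log2 CPM under TMM, because fewer genes were tested. Under library size it was 3, 3 and 3 with either prior count, and 10 for the rank test with a prior count of 2 and filterByExpr, where the cause was not tested.

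The log2 fold change of Bhmt kept its direction, from 2.24 to 5.32. Angptl4 was -0.0091 with voom and quality weights and 0.10 to 1.12 when 1 tumor was left out, the lowest without R-propranolol replicate 2. The cause was not tested.

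Of 27 lists, 11 passed. It was 7 with voom and quality weights, 0 with an estimated correlation, 0 with fry and 0 with an estimated correlation over the 8 tumors other than R-propranolol replicate 5. Leaving out 1 tumor gave 9 to 17, the highest without vehicle replicate 2. Choline-linked signaling reached 0.0331 with voom and 0.0281 with quality weights, and 0.00223 to 0.197 when 1 tumor was left out, the lowest without R-propranolol replicate 5, with 0.0425 without vehicle replicate 2. The betaine list reached 0.0192 without a filter, 0.0330 with vehicle replicates 1 and 2 summed, and 0.0324 to 0.596 when 1 tumor was left out, with 0.0324 and 0.0367 without vehicle replicates 1 and 2. The choline list did not pass under any alternative, with an adjusted p of 0.0797 or more.

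Some lists changed direction. With quality weights the adjusted p was 0.603 for PPAR targets, 0.121 for oxidative phosphorylation, 0.00885 for skeletal muscle and 0.0978 for fibroblast, all lower, and 0.0281 for cholesterol synthesis and 0.111 for proliferation, both higher. Without R-propranolol replicate 5 it was 2.56e-05 for oxidative phosphorylation, 2.70e-14 for skeletal muscle and 0.000514 for adipocyte, all lower, and 0.0177 for integrated stress response, higher. With any 1 tumor left out, the adjusted p was 1.91e-12 to 4.35e-05 for oxidative phosphorylation, 2.70e-14 to 0.299 for skeletal muscle, 0.000514 to 0.283 for adipocyte and 0.0177 to 0.945 for integrated stress response. Oxidative phosphorylation was also lower over these 8 tumors with an estimated correlation, at 0.544. The cause was not tested. Among the 8 tumors other than replicate 5, the median log2 CPM of skeletal muscle genes was 4.03 and 4.35 in vehicle replicates 1 and 3 and at most 0.000335 in the others.

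The replicate numbers do not pair the tumors: across genes, r between tumors of the same number, after each group's mean was removed, was -0.64 to 0.53, and 0 of 4 went best with their own number. With a block by number over 8 tumors, 47 genes met the threshold, against 69 without the block on the same tumors, and the choline-linked signaling list reached 0.00218. Lists that changed direction with the block were oxidative phosphorylation (3.82e-05), skeletal muscle (3.17e-14), adipocyte (0.00298) and integrated stress response (0.0103); the block leaves out replicate 5, and the cause was not tested.

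Genes such as Bhmt and Eno4 had counts from 0 to 35 per tumor.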

Differences from the paper's values

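Settings on log2 CPM were chosen after seeing the values. The paper counts 24 transcripts at the threshold of Fig. 6, and 212 genes met it here. Of the alternatives set before the data were examined, leaving out vehicle replicate 4 gave 36, within 1.5 times of the paper's count, and the others gave 44 to 707. The paper counts 17 higher transcripts, and 204 genes were higher here; none of the same alternatives came within 1.5 times, from 27 to 696. With the CPM filter, the settings on log2 CPM gave 16 to 29 genes in all and dropped 17 to 21 of the paper's 24 transcripts, with 10 to 23 genes higher. Under library size with filterByExpr, 16 to 29 genes were higher, and 10 to 14 of the 24 were dropped.

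Of the 24 transcripts, 8 did not meet the threshold in the main comparison. The other settings that called them were as follows. Hist2h4 was called without vehicle replicate 1 or 3, and Hist1h3f with DESeq2 and without a filter. Palm3 was called with limma-voom with and without quality weights, without vehicle replicate 1 or R-propranolol replicate 3, and with vehicle replicates 1 and 2 summed. Tomm6os was called without R-propranolol replicate 3, Hunk with voom and quality weights, and Gm8883 without R-propranolol replicate 1. Eno4 was called with DESeq2, the exact test, the likelihood ratio test, and without vehicle replicate 3 or R-propranolol replicate 1. 5730408K05Rik was called by none of these alternatives. Among the alternatives set before the data were examined, DESeq2 called the most of the 24, 18.

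Of the settings chosen after seeing the values, the linear model on log2 CPM without a filter (prior count 0.25, TMM) called all 17 higher transcripts and 3 of the lower ones and dropped 4 of the 24, among 211 genes in all. With filterByExpr the same model called 19 and dropped 5, among 46. The rank test without a filter called 20 and dropped 4, among 256, with 5730408K05Rik among them (prior count 0.25, TMM). Further settings chosen after seeing the values called single transcripts and dropped 4 to 21 of the 24. Palm3 and Tomm6os were called by the linear model and the rank test with a prior count of 0.25 under TMM, without a filter and with filterByExpr, and Hist1h3f by both without a filter, under TMM or library size. Hunk was called under library size by the linear model, without a filter or with filterByExpr, and there by limma-trend with a prior count of 2. Eno4 was called by each rank test other than those with the CPM filter. Gm8883 was called by most rank tests (except under TMM with a prior count of 2), by the linear model with a prior count of 0.25 under TMM with filterByExpr or the CPM filter, and by limma-trend with a prior count of 2 under library size with filterByExpr. 5730408K05Rik was called by the rank tests without a filter and by limma-trend with a prior count of 2 under library size without a filter.

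The paper states that Bhmt was the most highly regulated gene, and it ranked 382 by log2 fold change here. Its rank was from 4 to 10 in the settings on log2 CPM, from 6 with limma-voom to 1180 without a filter over the other alternatives, and it was 1 among genes at the threshold of Fig. 6 without vehicle replicate 4. Bhmt itself was higher in treated tumors under every alternative in which it was tested.

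The paper describes reduced nuclear staining of ANGPTL4 as in accordance with RNAseq findings and cites another work there. The log2 fold change of its RNA was 0.92 in these tumors. Among the alternatives set before the data were examined it was negative only with voom and quality weights (-0.0091).

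The paper states that choline metabolism was the most affected pathway in an analysis of KEGG sets. The lists that stood in for it had adjusted p values of 0.706, 0.0631 and 0.103, and 11 other lists passed with the preset correlation, 0 with an estimated correlation and 0 by fry. With the preset correlation, the choline-linked signaling list passed with limma-voom (0.0331), with voom and quality weights, with a block by replicate number, and without vehicle replicate 2 or R-propranolol replicate 5. The betaine list passed without a filter, without vehicle replicate 1 or 2, and with those summed.

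With a prior count of 0.25, the values of the 9 genes of Fig. 7 lie within the spread between tumors of those drawn there. With a prior count of 2, Bhmt in vehicle-treated tumors (-3.28) lies outside it and F2 in treated tumors (0.0205) has the opposite sign. In Fig. 6, all 21 tested transcripts had the direction drawn.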

Other observations

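The tests of a clock shift and of glucocorticoid signaling were chosen after the results had been seen, on genes other than those that prompted them.

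Per1 and Bhlhe41, both genes of the circadian clock, were among the smallest p. Another time of day at collection may raise them. Over 12 other clock genes, the difference of first-phase minus opposite-phase genes was 0.47 higher in treated tumors in mean log2 CPM (exact permutation test, two-sided, p = 0.111), so this cannot be told apart. All 7 first-phase genes were higher, with log2 fold changes of 0.87 for Per2, 0.72 for Per3, 0.82 for Nr1d1, 0.43 for Nr1d2, 1.20 for Dbp, 0.78 for Tef and 0.33 for Ciart. In the same order they were 0.92, 0.66, 0.37, 0.24, 0.84, 0.46 and 0.55 with replicate 5 of the R-propranolol group left out. The opposite-phase genes went both ways, with -0.14 for Arntl, -0.09 for Clock, -0.08 for Nfil3, 0.32 for Cry1 and 2.06 for Npas2 (standard error 1.29; 1.03 without R-propranolol replicate 5).

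Per1 and Dusp1 are also induced by glucocorticoids, which may differ between groups. Over 6 other glucocorticoid-induced genes, mean log2 CPM was 0.33 higher in treated tumors (exact permutation test, two-sided, p = 0.587), so this cannot be told apart either. The 6 went both ways, with log2 fold changes of 0.38 for Sgk1 and Ddit4, -0.18 for Fkbp5, 0.93 for Tsc22d3, 1.42 for Klf9 and 4.03 for Zbtb16. With replicate 5 of the R-propranolol group left out, the last 3 were -0.03, 0.38 and -1.14.

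Vegfa, Angpt2 and Slc2a1, which the paper names for its mechanism, had log2 fold changes of 0.13 (standard error 0.37), 0.11 (standard error 0.47) and 0.22 (standard error 0.51) in these tumors. None passed, and each changed sign under at least 1 alternative.

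Over the 27 lists, 11 passed an adjusted p of 0.05 in camera with the preset correlation, 9 higher and 2 lower. 0 passed with an estimated correlation and 0 by fry, whose smallest adjusted p was 0.275. Without R-propranolol replicate 5, 14 passed, and 6 passed in the same direction both with and without it. Higher lists, beside the immediate-early (8.95e-10), hepatocyte (6.89e-27) and glycolysis (0.0269) lists, were oxidative phosphorylation (median log2 fold change 0.63, adjusted p = 4.02e-07), PPAR targets (0.86, 0.00274), mural (1.37, 0.00274), endothelial (0.89, 0.00332), hypoxia (0.28, 0.0269) and fibroblast (1.85, 0.0269). Lower lists were proliferation (-0.29, adjusted p = 2.09e-08) and cholesterol synthesis (-0.14, 0.00674). Calls depended on single tumors. With R-propranolol replicate 5 left out, oxidative phosphorylation was lower, and PPAR targets (median log2 fold change 0.00802, adjusted p = 0.873), fibroblast (0.57, 0.184), mural (0.79, 0.0614) and cholesterol synthesis (-0.02, 0.103) did not pass. Proliferation still passed, with a median of -0.05 (adjusted p = 0.0313). Endothelial (0.164) and hypoxia (0.554) did not pass without R-propranolol replicate 2, nor glycolysis (0.201) without vehicle replicate 1.

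Other lists did not pass. Adjusted p was 0.0506 for angiogenic factors, 0.0538 for histones, 0.0631 for skeletal muscle, adipocyte, macrophage and choline-linked signaling, 0.0904 for beta-adrenergic signaling, 0.103 for betaine and methionine, 0.366 for heat shock and 0.433 for erythroid, all higher. It was 0.0506 for NK and B lymphocyte, 0.115 for keratinocyte, 0.185 for neutrophil, 0.706 for choline metabolism and 0.872 for integrated stress response, all lower. Some of these passed in camera without R-propranolol replicate 5, among them angiogenic factors (3.00e-05, higher) and NK and B lymphocyte (0.00301, lower). 1 of the 27 lists is left out of this account. For neutrophil and integrated stress response the median log2 fold change (0.07 and 0.03) had the opposite sign to the test.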
